# RNA sequencing data describing transcriptional changes in aorta of ApoE-/- mice after alpha 7 nicotinic acetylcholine receptor (α7nAChR) stimulation

**DOI:** 10.1016/j.dib.2020.105415

**Published:** 2020-03-12

**Authors:** Marcus A. Ulleryd, Filip Mjörnstedt, Dimitra Panagaki, Li Jin Yang, Kajsa Engevall, Saray Gutierrez, Yixin Wang, Li-Ming Gan, Holger Nilsson, Erik Michaëlsson, Maria E. Johansson

**Keywords:** Alpha 7 nicotinic acetylcholine receptor, α7nAChR, Chrna7, α7nAChR agonists, Cholinergic signaling, Atherosclerosis, Cardiovascular disease, RNA sequencing

## Abstract

This manuscript is a companion paper to Ulleryd M.U. et al., *“Stimulation of alpha 7 nicotinic acetylcholine receptor (α7nAChR) inhibits atherosclerosis via immunomodulatory effects on myeloid cells”* Atherosclerosis, 2019 [1]. Data shown here include RNA sequencing data from whole aorta of ApoE-/- mice fed high fat diet and treated with the alpha 7 nicotinic acetylcholine receptor (α7nAChR) agonist AZ6983 for 8 weeks using subcutaneously implanted osmotic minipumps. Here we present the top gene networks affected by treatment with AZ6983, as well as the up- and down-regulated genes in aorta after treatment. Further, a URL link to the RNA sequencing datasets submitted to GEO is included.

Specifications table

**Table:** 

Subject	Medicine
Specific subject area	Physiology, Experimental atherosclerosis
Type of data	Table Figure
How data were acquired	RNA sequencing (Nextseq500)
Data format	Raw Analyzed
Parameters for data collection	ApoE-/- mice were treated with alpha 7 nicotinic acetylcholine receptor (α7nAChR) agonist AZ6983 or vehicle for 8 weeks using subcutaneously implanted osmotic minipumps. RNA from whole aorta were extracted and used for RNA sequencing analysis. n=6 per group.
Description of data collection	Data shown here includes top gene networks affected by treatment with AZ6983, identified with IPA software, and a table with Complete list of up- and down-regulated genes in the aorta after treatment with AZ6983, ranked by q-value. We also supply a URL link to the RNAseq datasets submitted to GEO. GEO accession numbers: GSE131162, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131162
Data source location	Gothenburg, Sweden
Data accessibility	Repository name: NCBI (http://www.ncbi.nlm.nih.gov.geo/) Data identification number: GSE131162 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131162
Related research article	Ulleryd, M.A., Mjörnstedt, F. , Panagaki, D., Yang, L.J., Engevall, K., Gutierrez, S., Wang, Y., Gan, L., Nilsson, H., Michaelsson, E., Johansson, M., E Stimulation of alpha 7 nicotinic acetylcholine receptor (α7nAChR) inhibits atherosclerosis via immunomodulatory effects on myeloid cells. Atherosclerosis 2019 Aug;287:122–133 PMID: 31260875 DOI: 10.1016/j.atherosclerosis.2019.06.903

## Value of the data

• These data provide information on the transcriptional effects on whole aorta after treatment with alpha 7 nicotinic acetylcholine receptor (α7nAChR) agonist AZ6983 in the atherosclerosis-prone ApoE-/- mouse.
• Researchers interested in atherosclerosis, as well as, α7nAChR signaling will find these data a valuable resource.
• The information provided here may be used for future studies on how α7nAChR stimulation influence the vascular transcriptome.
• These data can generate hypothesis for new studies investigating the α7nAChR-related transcriptomic profiles, as well as signaling pathways, in other tissues
• The present data on α7nAChR signaling is predominantly available from cell culture experiments, using cell lines, this data set provides additional information on the signaling pathways in tissue from long-term treatment in vivo.

## 1 Data description

To investigate the effects of alpha 7 nicotinic acetylcholine receptor (α7nAChR) stimulation on atherosclerosis in apolipoprotein E deficient (ApoE-/-) mice, mice were treated with α7nAChR agonist AZ6983 for 8 weeks. Thoracic aortas were used for RNA sequencing analysis. 

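ApoE-/- mice lack apolipoprotein E, a protein through which lipoprotein particles are cleared from blood, and develop atherosclerosis on a high fat diet. AZ6983 is an agonist of α7nAChR, the receptor encoded by Chrna7, and was given at 50 µmol per kg per day from 10 to 18 weeks of age. Stranded total RNA from the aorta of 6 control mice (called C1 to C6 here) and 6 mice treated with AZ6983 (A1 to A6) was sequenced. The authors deposited the number of reads or read pairs counted on each of 25284 genes, listed by symbol, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or the annotation, so no gene positions are given. The counts on genes ranged from 25641329 to 29131708 per mouse in controls, with a median of 28317852.5, and from 23810036 to 35864666 in AZ6983 mice, with a median of 27406754.5. These totals did not differ between the groups by more than the spread between mice (exact permutation test, two-sided, p = 0.859). Reads that fell on no gene made up 10.1% ± 1.55 (SD, n = 6) of all reads in the table in controls and 12.8% ± 1.36 (SD, n = 6) in AZ6983 mice, and this share did differ (exact permutation test, two-sided, p = 0.0108). The libraries also carry a number from 1 to 12 whose meaning the paper's text does not give, and 5 controls are numbered 3 to 7. The remaining control, C2, is numbered 12 and had a share of 12.7%, within the 11.2% to 14.9% of the AZ6983 mice, while the other 5 had 8.02% to 10.4%. The library of mouse A1 was matched to its label by 3 of the 4 digits of the mouse number, and the other 11 libraries by the full number. Counts were normalized by edgeR's TMM method and are given as CPM, counts scaled to a common library total. Groups were compared with edgeR's quasi-likelihood test on the 15857 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment and the paper's threshold of 10% FDR. Apoe, the targeted gene, had 117 to 306 counts per control mouse and 214 to 311 per AZ6983 mouse, with a log2 fold change of 0.25 (standard error 0.198, adjusted p = 0.649). Chrna7 was at 2.22 ± 1.31 CPM (SD, n = 6) in controls and 1.45 ± 0.779 CPM (SD, n = 6) in AZ6983 mice, a log2 fold change of −0.62 (standard error 0.417, adjusted p = 0.591 from edgeR), which was within the spread between mice. Xist, which female cells transcribe, had 2 to 7 counts per control mouse and 2 to 5 per AZ6983 mouse, while the Y-linked gene Ddx3y had 5195 to 6489 and 4776 to 7565.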

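Of the genes drawn in Fig. 1A, neuronatin (Nnat) was at 10.1 ± 4.89 CPM (SD, n = 6) in control mice and 2.73 ± 1.09 CPM (SD, n = 6) in AZ6983 mice, a log2 fold change of −1.89 (standard error 0.367, adjusted p = 0.394 from edgeR's quasi-likelihood test). In 5 of the 6 AZ6983 mice Nnat was below the lowest control (exact permutation test, p = 0.00649). Lactotransferrin (Ltf), a protein of neutrophil granules, was at 3.10 ± 1.64 CPM (SD, n = 6) in controls and 9.74 ± 4.48 CPM (SD, n = 6) in AZ6983 mice, with a log2 fold change of 1.66 (standard error 0.370, adjusted p = 0.428). For a list of neutrophil granule genes that includes Ltf, 8 of 100 splits of the 12 mice into groups of 6, the real one included, gave a p from camera as small as the real groups did, and 3 of 100 a p from fry, which are both tests of gene lists. S100b fell from 46.6 ± 9.47 CPM to 26.0 ± 10.5 CPM (SD, n = 6 each), with 5 of 6 AZ6983 mice below every control (exact permutation test, p = 0.00866). Without mouse A5, S100b was 1 of 27 genes that passed 10% FDR in edgeR (adjusted p = 0.0487), whereas with all mice its adjusted p was 0.447. Over the 12 fits with a mouse left out it reached 0.719. Mouse A5 stood apart in other measures too, which the closing section gives. Pde1c, Med10 and Dennd1a were the only genes of Fig. 1A whose groups did not overlap, where chance gives 0.216% for a gene not chosen on these mice, as these were, and their log2 fold changes were −0.45, −0.22 and 0.34. Cathepsin Z (Ctsz) had a log2 fold change of −0.46 (standard error 0.118) and pyruvate carboxylase (Pcx) of 0.61 (standard error 0.161). Ighg1 had 1 to 9 counts per control mouse and 2 to 218 per AZ6983 mouse, too few for edgeR's filter, and without that filter its log2 fold change was 3.91 (standard error 0.936, adjusted p = 0.529). Over the 16 genes of Fig. 1A that were tested, edgeR's adjusted p lay between 0.394 and 0.447. Run with its defaults on every gene of the table, DESeq2 gave all 17 genes an adjusted p between 0.000236 and 0.0991.

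**Figure D1:**
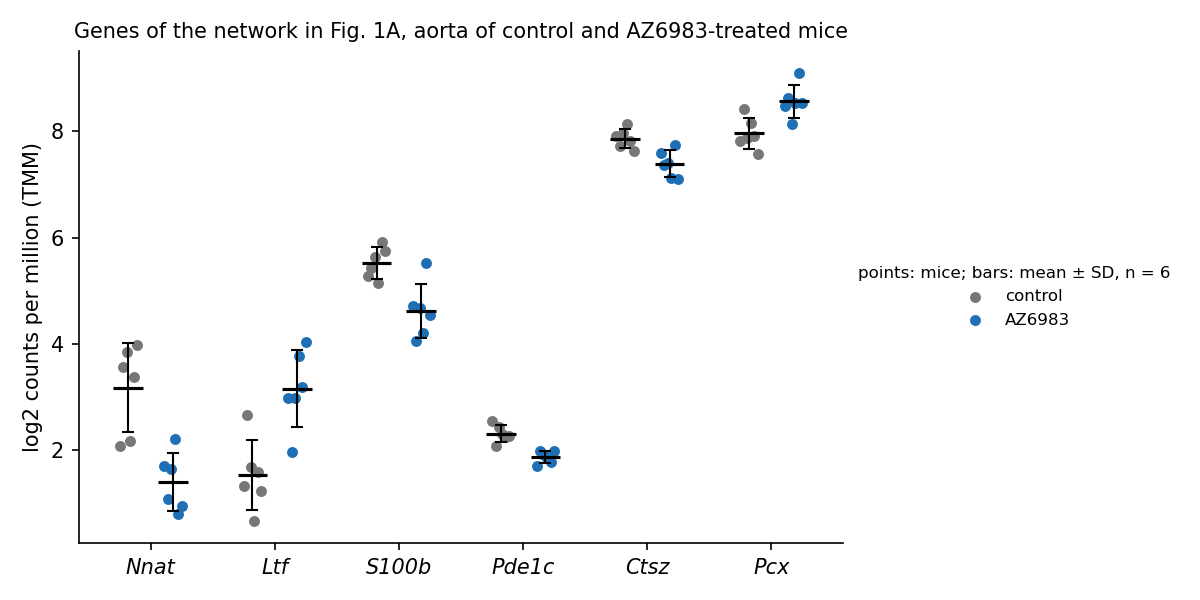
Normalized expression of 6 genes of Fig. 1A, as log2 CPM on the vertical axis, with a point per mouse and bars for the mean ± SD of 6 control and 6 AZ6983 mice. Pde1c is the gene plotted whose groups do not overlap, and in Nnat 5 of the 6 AZ6983 mice lie below every control.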

Fig. 1 describes the top two networks identified with Ingenuity Pathway Analysis (IPA) software for differently expressed genes in aorta of ApoE-/- mice treated with AZ6983 compared with controls. Major functions of the networks are indicated in A and B, followed by the network score. Networks are ranked according to their degree of relevance to the eligible network molecules in the data set and the score is calculated with an algorithm based on p-scores derived from q-values. Table 1 shows the complete list of up- and down-regulated genes in the aorta after treatment with AZ6983 ranked by q-value.

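In the deposited counts, 0 of the 15857 genes tested passed 10% FDR in edgeR's quasi-likelihood test, and the smallest adjusted p, 0.157, belonged to Impdh1 and Srebf1. An unadjusted p under 0.05 was found for 1616 genes, 1170 of them higher and 446 lower in AZ6983 mice, where 792.8 are expected by chance. Of the fits on all 12 mice, DESeq2 on every gene moved this count most, to 92 genes at 10% FDR, of which 65 were higher and 27 lower, while limma-voom gave 0 genes, or 4 with sample quality weights. Each of the 77 genes of Table 1 has a row in the counts, 73 under the same symbol and 4 under another. Of these, 74 passed edgeR's filter on low counts, and all 74 changed in the direction Table 1 gives. Their unadjusted p ran from 1.37e-05 to 0.00567 and their adjusted p from 0.157 to 0.447. Adjusted over the list alone, 74 of 74 passed 10% FDR, which is not independent evidence since the list was chosen on these mice. Impdh1 was at 36.1 ± 4.96 CPM (SD, n = 6) in controls and 97.8 ± 32.7 CPM (SD, n = 6) in AZ6983 mice, a log2 fold change of 1.44 (standard error 0.212). Every AZ6983 mouse lay above every control (exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow). With each mouse left out in turn, this log2 fold change stayed between 1.31 and 1.58, and its adjusted p between 0.00201, without mouse A1, and 0.54. Lpcat3 rose from 38.2 ± 3.13 CPM to 58.0 ± 9.35 CPM (SD, n = 6 each), a log2 fold change of 0.60 (standard error 0.0983, adjusted p = 0.2). Ggact fell from 14.5 ± 0.321 CPM to 11.4 ± 0.771 CPM (SD, n = 6 each), a log2 fold change of −0.35 (standard error 0.0597, adjusted p = 0.24). Mbd6, with a log2 fold change of 0.79 (standard error 0.160), and Atp6v1c1, with −0.24 (standard error 0.0469), both had an adjusted p of 0.394. In these 4 genes too the groups did not overlap, and the same was true of 24 genes of Table 1, 17 higher and 7 lower. Among all genes tested 65 had groups that did not overlap, where chance gives 34.3 on average. Genes of a tissue vary together, so this excess is not evidence by itself, and the count was not made over splits of the mice. As many as 1616 genes at an unadjusted p under 0.05 were found in 11 of 100 splits, the real one included. From a q-value below its threshold, the paper states that the genes of Table 1 were up- or down-regulated by AZ6983.

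**Figure D2:**
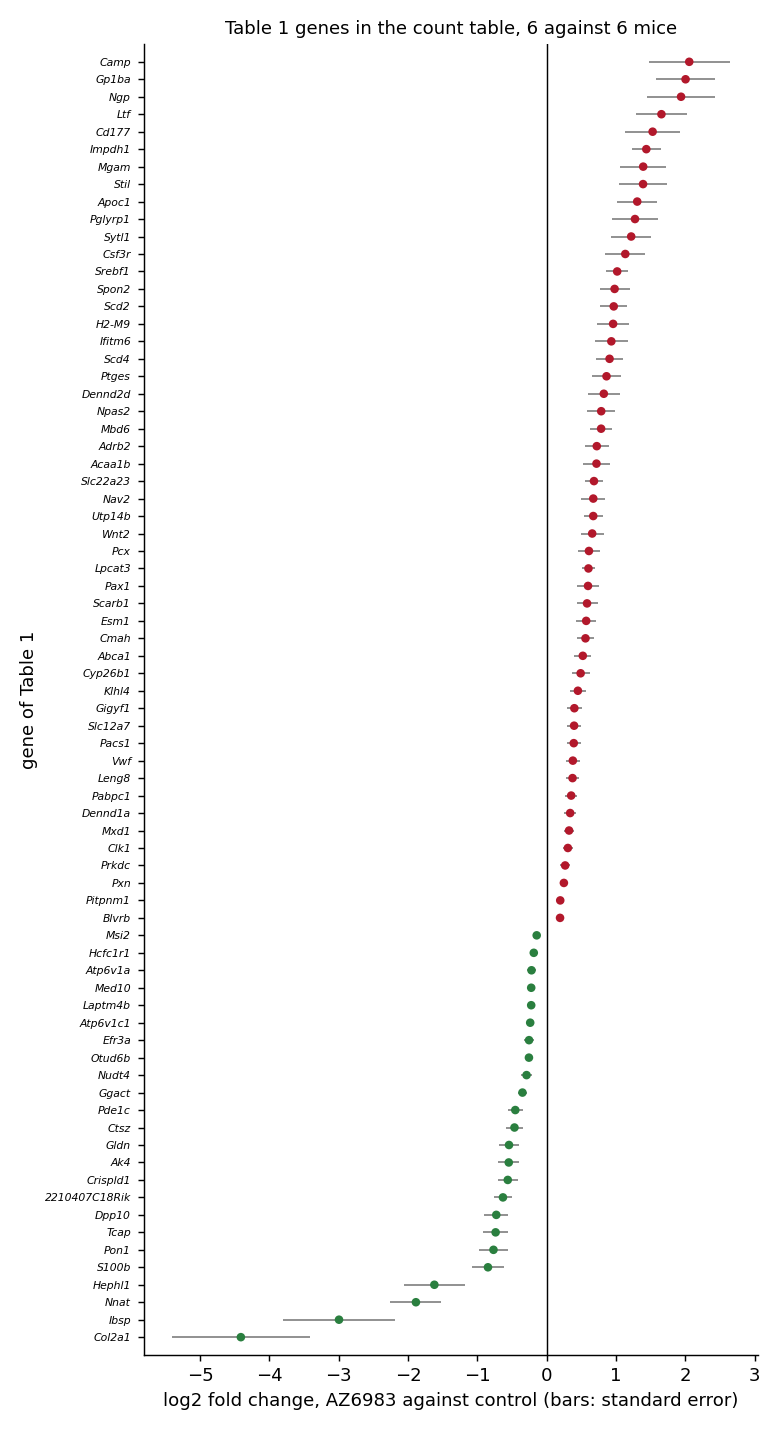
Log2 fold change in AZ6983 against control mice of the 74 genes of Table 1 that were tested, from edgeR, with bars for the standard error. The genes listed as up lie between 0.19 and 2.06 and those listed as down between −4.41 and −0.14.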

**Fig. 1:**
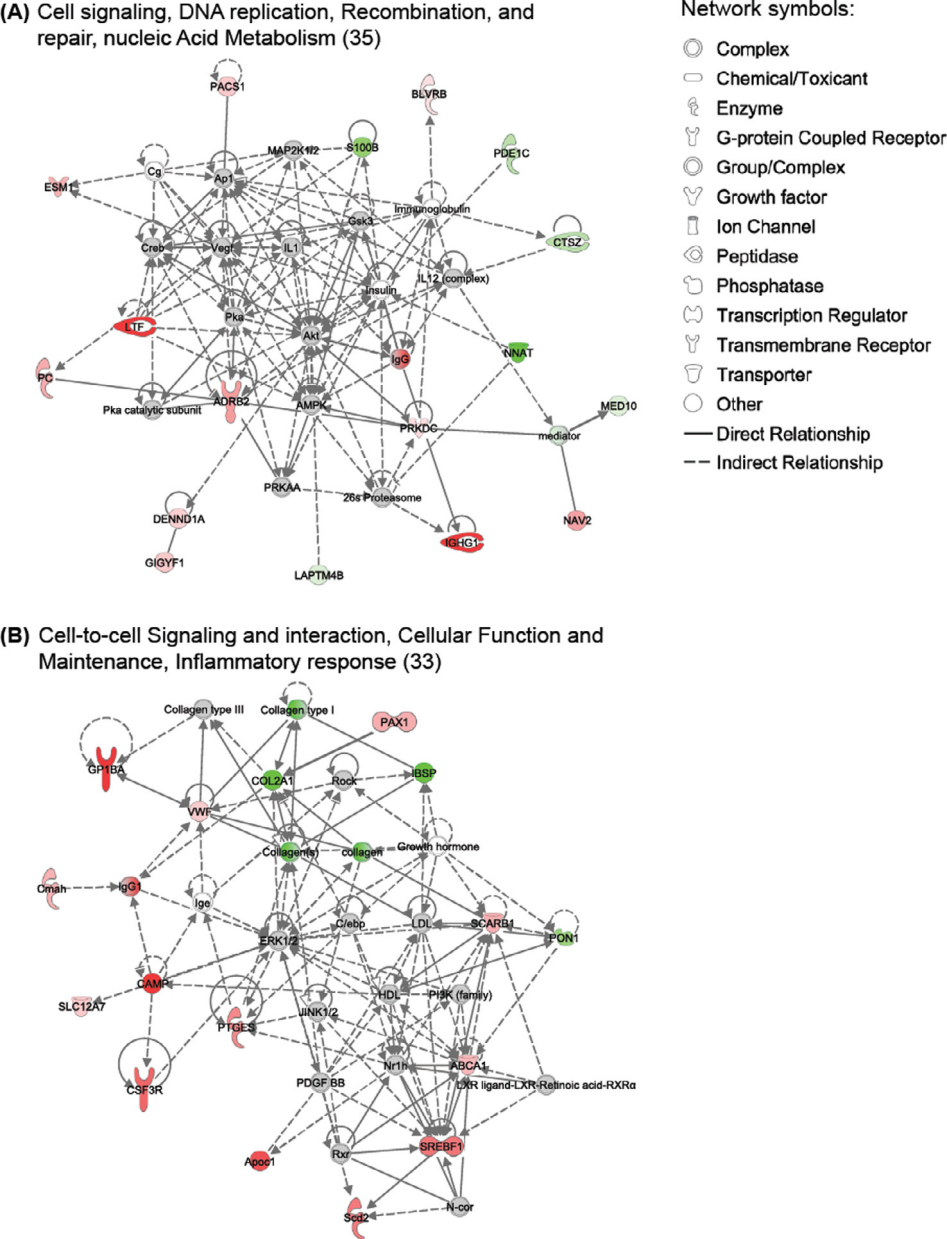
Top gene-networks affected by treatment with AZ6983.

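Fig. 1B draws Srebf1, which encodes a transcription factor of lipid synthesis. Srebf1 was at 146 ± 38.4 CPM (SD, n = 6) in controls and 296 ± 43.8 CPM (SD, n = 6) in AZ6983 mice, a log2 fold change of 1.02 (standard error 0.155, adjusted p = 0.157 from edgeR's quasi-likelihood test). No AZ6983 mouse was as low as the highest control (exact permutation test, p = 0.00216). Without control mouse C6 its adjusted p was 0.00631, and over the 12 fits with a mouse left out it reached 0.575. Stearoyl-CoA desaturase 2 (Scd2) rose from 436 ± 144 CPM to 853 ± 106 CPM (SD, n = 6 each), a log2 fold change of 0.97 (standard error 0.195, adjusted p = 0.394), again without overlap of the groups. Apoc1 was at 12.0 ± 4.86 CPM in controls and 29.7 ± 11 CPM in AZ6983 mice (SD, n = 6 each), with 5 of 6 AZ6983 mice above every control and a log2 fold change of 1.31 (standard error 0.292, adjusted p = 0.428). For the sterol transporter Abca1 the log2 fold change was 0.52 (standard error 0.124), and 4 of 6 AZ6983 mice lay above the highest control. The log2 fold change of Scarb1 was 0.58 (standard error 0.151), with mouse A5 at 5.87 log2 CPM and the other AZ6983 mice between 5.09 and 5.37. Col2a1 had the largest change of the genes tested in Fig. 1B, from 12.8 ± 12.6 CPM in controls to 0.597 ± 0.644 CPM in AZ6983 mice (SD, n = 6 each), a log2 fold change of −4.41 (standard error 1.00, adjusted p = 0.447). Its counts ran from 8 to 796 in control mice and from 3 to 50 in AZ6983 mice, and 3 control mice held 89.1% of all. With control mouse C2 at 8 counts, 3 of 6 AZ6983 mice lay below every control (exact permutation test, p = 0.0152). Ibsp, with a log2 fold change of −2.99 (standard error 0.808), had 76.4% of its counts in 2 mice. Of the neutrophil genes in Fig. 1B, Camp had 2 to 33 counts per control mouse and 18 to 101 per AZ6983 mouse, and Csf3r 115 to 198 and 138 to 489. Vwf differed less, with a log2 fold change of 0.38 (standard error 0.102). The groups did not overlap for 6 of the 16 genes. Their adjusted p in DESeq2 lay between 6.11e-07 and 0.0836.

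**Figure D3:**
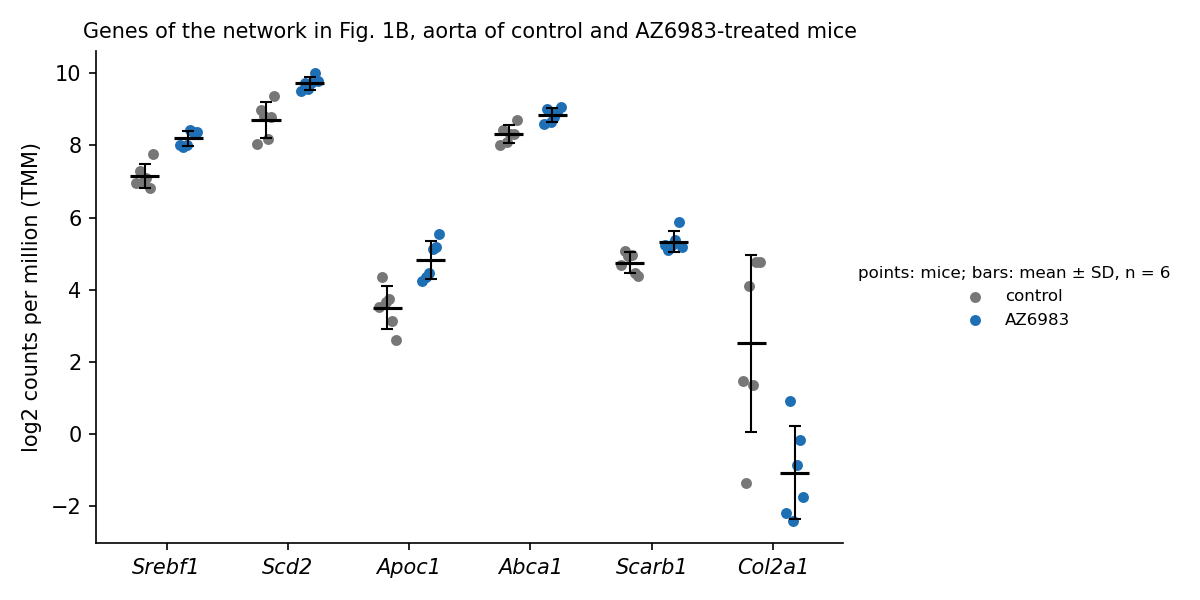
Normalized expression of 6 genes of Fig. 1B, as log2 CPM on the vertical axis, with a point per mouse and bars for the mean ± SD of 6 control and 6 AZ6983 mice. The groups are apart for Srebf1, Scd2 and Scarb1, and in Col2a1 the control mice spread from 8 to 796 counts.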

**Table 1:** Complete list of up- and down-regulated genes in the aorta after treatment with AZ6983, ranked by q-value.

Symbol	Entrez Gene Name	Up/down	Expr Log Ratio	Expr p-value	Location	Type(s)
IMPDH1	inosine monophosphate dehydrogenase 1	Up	1.427	3.24E−07	Cytoplasm	enzyme
SREBF1	sterol regulatory element binding transcription factor 1	Up	1.010	6.13E−07	Nucleus	transcription regulator
LPCAT3	lysophosphatidylcholine acyltransferase 3	Up	0.594	2.36E−04	Plasma Membrane	enzyme
Scd2	stearoyl-Coenzyme A desaturase 2	Up	0.962	1.22E−03	Cytoplasm	enzyme
MBD6	methyl-CpG binding domain protein 6	Up	0.779	5.23E−03	Nucleus	other
LTF	lactotransferrin	Up	1.647	6.54E−03	Extracellular Space	peptidase
SLC22A23	solute carrier family 22 member 23	Up	0.674	7.01E−03	Other	transporter
Apoc1	apolipoprotein C-I	Up	1.295	7.78E−03	Extracellular Space	other
PXN	paxillin	Up	0.240	7.78E−03	Cytoplasm	other
UTP14C	UTP14C. small subunit processome component	Up	0.665	7.78E−03	Nucleus	other
IGHG1	immunoglobulin heavy constant gamma 1 (G1m marker)	Up	3.965	8.95E−03	Extracellular Space	peptidase
Cmah	cytidine monophospho-N-acetylneuraminic acid hydroxylase	Up	0.551	1.36E−02	Cytoplasm	enzyme
SPON2	spondin 2	Up	0.979	2.09E−02	Extracellular Space	other
Ngp	neutrophilic granule protein	Up	1.934	2.68E−02	Extracellular Space	other
PTGES	prostaglandin E synthase	Up	0.857	3.03E−02	Cytoplasm	enzyme
ABCA1	ATP binding cassette subfamily A member 1	Up	0.514	3.16E−02	Plasma Membrane	transporter
Scd4	stearoyl-coenzyme A desaturase 4	Up	0.902	3.62E−02	Cytoplasm	enzyme
GP1BA	glycoprotein Ib platelet alpha subunit	Up	2.025	4.58E−02	Plasma Membrane	transmembrane receptor
CSF3R	colony stimulating factor 3 receptor	Up	1.122	4.72E−02	Plasma Membrane	transmembrane receptor
H2-M1/H2-M9	histocompatibility 2. M region locus 1	Up	0.950	4.72E−02	Other	other
ADRB2	adrenoceptor beta 2	Up	0.711	4.87E−02	Plasma Membrane	G-protein coupled receptor
MXD1	MAX dimerization protein 1	Up	0.314	5.85E−02	Nucleus	transcription regulator
NPAS2	neuronal PAS domain protein 2	Up	0.780	5.89E−02	Nucleus	transcription regulator
SYTL1	synaptotagmin like 1	Up	1.214	5.89E−02	Cytoplasm	enzyme
LENG8	leukocyte receptor cluster member 8	Up	0.365	6.06E−02	Other	other
WNT2	Wnt family member 2	Up	0.656	6.66E−02	Extracellular Space	cytokine
NAV2	neuron navigator 2	Up	0.667	6.73E−02	Nucleus	other
STIL	STIL. centriolar assembly protein	Up	1.388	6.73E−02	Nucleus	other
ESM1	endothelial cell specific molecule 1	Up	0.560	6.86E−02	Extracellular Space	growth factor
CD177	CD177 molecule	Up	1.525	6.94E−02	Cytoplasm	other
CLK1	CDC like kinase 1	Up	0.297	6.94E−02	Nucleus	kinase
PABPC1	poly(A) binding protein cytoplasmic 1	Up	0.345	6.94E−02	Cytoplasm	translation regulator
PITPNM1	phosphatidylinositol transfer protein membrane associated 1	Up	0.187	7.12E−02	Cytoplasm	transporter
MGAM	maltase-glucoamylase	Up	1.396	7.24E−02	Plasma Membrane	enzyme
PGLYRP1	peptidoglycan recognition protein 1	Up	1.271	7.24E−02	Plasma Membrane	transmembrane receptor
DENND1A	DENN domain containing 1A	Up	0.330	7.26E−02	Plasma Membrane	other
Stfa2/Stfa2l1	stefin A2	Up	2.402	7.26E−02	Cytoplasm	other
BLVRB	biliverdin reductase B	Up	0.183	7.67E−02	Cytoplasm	enzyme
PAX1	paired box 1	Up	0.593	7.74E−02	Nucleus	transcription regulator
PC	pyruvate carboxylase	Up	0.601	7.85E-02	Cytoplasm	enzyme
CYP26B1	cytochrome P450 family 26 subfamily B member 1	Up	0.482	8.03E−02	Cytoplasm	enzyme
Acaa1b	acetyl-Coenzyme A acyltransferase 1B	Up	0.708	8.11E−02	Other	enzyme
CAMP	cathelicidin antimicrobial peptide	Up	2.056	8.11E−02	Cytoplasm	other
SCARB1	scavenger receptor class B member 1	Up	0.573	8.11E−02	Plasma Membrane	transporter
Ifitm6	interferon induced transmembrane protein 6	Up	0.923	8.27E−02	Other	other
VWF	von Willebrand factor	Up	0.369	8.27E−02	Extracellular Space	other
PACS1	phosphofurin acidic cluster sorting protein 1	Up	0.382	8.34E−02	Cytoplasm	other
SLC12A7	solute carrier family 12 member 7	Up	0.386	8.34E−02	Plasma Membrane	transporter
KLHL4	kelch like family member 4	Up	0.442	9.12E−02	Cytoplasm	other
GIGYF1	GRB10 interacting GYF protein 1	Up	0.392	9.62E−02	Extracellular Space	other
DENND2D	DENN domain containing 2D	Up	0.819	9.78E−02	Cytoplasm	other
PRKDC	protein kinase. DNA-activated. catalytic polypeptide	Up	0.259	9.92E−02	Nucleus	kinase
GGACT	gamma-glutamylamine cyclotransferase	Down	−0.361	2.36E−04	Cytoplasm	enzyme
NNAT	neuronatin	Down	−1.894	2.36E−04	Plasma Membrane	transporter
ATP6V1C1	ATPase H+ transporting V1 subunit C1	Down	−0.248	1.33E−03	Cytoplasm	transporter
COL2A1	collagen type II alpha 1 chain	Down	−4.419	6.54E−03	Extracellular Space	other
2210407C18Rik	RIKEN cDNA 2210407C18 gene	Down	−0.642	9.13E−03	Other	other
IBSP	integrin binding sialoprotein	Down	−3.005	2.01E−02	Extracellular Space	other
OTUD6B	OTU domain containing 6B	Down	−0.266	2.68E−02	Other	other
PDE1C	phosphodiesterase 1C	Down	−0.464	4.62E−02	Cytoplasm	enzyme
TCAP	titin-cap	Down	−0.747	4.65E−02	Cytoplasm	other
HEPHL1	hephaestin like 1	Down	−1.625	5.07E−02	Other	enzyme
NUDT4	nudix hydrolase 4	Down	−0.301	5.07E−02	Cytoplasm	phosphatase
CRISPLD1	cysteine rich secretory protein LCCL domain containing 1	Down	−0.570	6.07E−02	Cytoplasm	other
CLEC3A	C-type lectin domain family 3 member A	Down	−3.948	6.41E−02	Other	other
S100B	S100 calcium binding protein B	Down	−0.853	6.41E−02	Cytoplasm	other
LAPTM4B	lysosomal protein transmembrane 4 beta	Down	−0.233	6.66E−02	Cytoplasm	other
CTSZ	cathepsin Z	Down	−0.475	6.81E−02	Cytoplasm	peptidase
EFR3A	EFR3 homolog A	Down	−0.265	6.84E−02	Plasma Membrane	other
GLDN	gliomedin	Down	−0.553	6.86E−02	Cytoplasm	other
ATP6V1A	ATPase H+ transporting V1 subunit A	Down	−0.228	6.94E−02	Plasma Membrane	transporter
MED10	mediator complex subunit 10	Down	−0.234	6.94E−02	Nucleus	other
PON1	paraoxonase 1	Down	−0.775	6.94E−02	Extracellular Space	phosphatase
HCFC1R1	host cell factor C1 regulator 1	Down	−0.196	8.11E−02	Nucleus	other
MSI2	musashi RNA binding protein 2	Down	−0.154	8.25E−02	Cytoplasm	other
AK4	adenylate kinase 4	Down	−0.559	9.69E−02	Cytoplasm	kinase
DPP10	dipeptidyl peptidase like 10	Down	−0.750	9.92E−02	Extracellular Space	peptidase

All differentially expressed genes, after p-value adjustment (q-values) using Benjamini Hochberg [2] and a FDR-q of 10%, in the aorta of AZ6983 treated mice compared with controls. 

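Table 1 lists 44 genes that Fig. 1 does not draw, 28 of them higher and 16 lower in AZ6983 mice. For the 42 of these that were tested, the log2 fold change of the higher genes lay between 0.20 and 1.94, and that of the lower genes between −1.62 and −0.14. In 15 of the 44 genes the control and AZ6983 mice did not overlap. Stfa2l1 and Clec3a did not pass the filter on low counts, with at most 41 counts per mouse for Stfa2l1 and at most 35 for Clec3a. Without the filter, edgeR gave them log2 fold changes of 2.35 (standard error 0.596) and −3.74 (standard error 0.897), each with an adjusted p of 0.529. UTP14C was matched to Utp14b, Stfa2/Stfa2l1 to Stfa2l1, H2-M1/H2-M9 to H2-M9 and PC to Pcx. Utp14b, Stfa2l1 and H2-M9 belong to families of similar genes among which the authors' counting could have lost or divided reads, and their values are uncertain for that reason.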

Genes are sorted by up or down regulation, followed by the adjusted p-value.

## 2 Experimental design, materials, and methods

### 2.1 Experimental animals

Male apoE-/- mice (C57BL/6 background, B6192P2-Apoetm1UncN11, Taconic, Denmark) were kept at the Laboratory for Experimental Biomedicine, Gothenburg, Sweden. At 10 weeks of age, mice were anesthetized using isoflurane and subcutaneously implanted with osmotic minipumps (Alzet model 2004, DURECT Corporation, ALZET Osmotic Pumps, Cupertino, CA, USA) delivering vehicle (28% cyclodextrin in saline), or α7nAChR agonist AZ6983 (50 µmol kg-1 per day) for 8 weeks. Due to the duration of the minipumps, they were replaced after 4 weeks. From 10 weeks of age and throughout the experiment, mice were fed a high fat, cholesterol enriched diet (21% fat, 0.15% cholesterol; R638, Lantmännen, Sweden). All animals were housed at 21–24 °C in a room with 12 h light/ 12 h dark cycle. Water and food were available *ad libitum*. All procedures involving mice were approved by the Regional Animal Ethics Committee at the University of Gothenburg, in accordance with the European Communities Council Directives of 22 September 2010 (2010/63/EU).

### 2.2 RNA isolation, RNA sequencing and ingenuity pathway analysis

RNA of thoracic aorta was extracted by using the RNAeasy^Ⓡ^ Fibrous Tissue Mini Kit (Qiagen GmbH, Hilden, Germany) according to the manufacturer's protocol. Concentration and quality was analyzed using a NanoDrop (NanoDrop Products, DE, US) and electrophoresis (Experion, Bio-Rad Laboratories, CA, USA).

Aortic RNA from mice treated with AZ6983 (n=6) or controls (n=6) was isolated as described above and Stranded Total RNA Sample preparations were performed using the Illumina TrueSeq Stranded Total RNA Sample Preparation Kit with Ribo Sero Gold according to the TruSeq Stranded Total RNA Sample Preparation Guide (15031048 Rev. E). Sequencing of the enriched libraries was performed on Illumina Nextseq500 (2x75bp). The quality of the data was analyzed with FastQC and reads with an average quality score of >30 were included in the sequencing. Differentially expressed genes (DEGs) were identified using the DESeq2-method with Benjamini Hochberg adjusted p-values (q-values) [2] and a FDR-q of 10%.

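DESeq2 with its defaults was run on the deposited counts of all 25284 genes. It left 418 genes without a p-value by its filter on outlying counts and another 7274 without an adjusted p by its filter on mean counts under 4.302, and gave an adjusted p to 17592 genes. All 77 genes of Table 1 were among its 92 calls at 10% FDR, with a log2 fold change that differed from Table 1 by at most 0.00051 and an adjusted p that differed by at most 0.55% from the value Table 1 gives. The other 15 calls, 13 higher and 2 lower, are genes Table 1 does not list, and 14 of them have a symbol that starts with Gm or ends with Rik. With each mouse left out in turn, DESeq2 called between 20 genes, without mouse A6, and 388 genes, without mouse A5. In 17 genes, all of them in Table 1, the call was made in each of these 12 fits. Between 18 and 77 genes of Table 1 were called per fit. With the share of reads on no gene in the model, DESeq2 called 2 genes, of which Col2a1 is in Table 1.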

QIAGEN's Ingenuity^Ⓡ^ Pathway Analysis (IPA^Ⓡ^, QIAGEN Redwood City, content version 42012434) was used to study potential functions of AZ6983 treatment in the aorta [3], [4], [5]. Network analysis was generated by overlaying the eligible network molecules in the data set with the global gene network contained in the Ingenuity^Ⓡ^ Knowledge Base. Networks are ranked according to their degree of relevance to the genes in the data set. Functional analysis identified the top ranked biological functions and diseases that were enriched in the dataset by calculating the number of molecules that cohere to a functional category and was estimated by Fisher's exact test (q<0.05). Activation Z-score predicts if a specific function is activated (≥ 2) or inhibited (≤ −2) and is supported by one or more references from Ingenuity^Ⓡ^ Knowledge Base.

Top two networks identified with Ingenuity Pathway Analysis (IPA) software for genes that were differently expressed in aorta of ApoE^-/-^ mice treated with AZ6983 compared with controls. Major functions of the networks are indicated in A and B, followed by the network score. Networks are ranked according to their degree of relevance to the eligible network molecules in the data set and the score is calculated with an algorithm based on p-scores derived from q-values. The up- (red) or down– (green) regulation of genes are indicated by the intensity of node color, and the functional class of the gene product is indicated by different symbols. 

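The 11 genes drawn in red in Fig. 1A and the 13 in Fig. 1B were higher in AZ6983 than in control mice in the deposited counts, and the 6 and 3 drawn in green were lower. For Ighg1, which edgeR's filter on low counts left out, the direction comes from DESeq2. The Ingenuity Knowledge Base was not used here, so the networks, their scores and their lines were not computed.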

Relationship between genes are supported by one or more references and illustrated with a connecting line.

How the deposited data were processed for this re-analysis (not part of the article)

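RNA sequencing was done on the aorta of 12 male ApoE-/- mice fed a high fat diet, 6 given AZ6983 at 50 µmol per kg per day for 8 weeks and 6 given vehicle. The authors removed ribosomal RNA, prepared stranded libraries, sequenced both ends of each fragment by 75 bases and kept reads of high average quality. The authors deposited raw counts of reads or read pairs per gene symbol in a table of 25284 genes, none of which has a total under 2 over the 12 mice. The paper's text does not name the aligner, the genome build, the annotation or the counting tool for these counts. The table also has 3 rows that name no gene, and these were left out of library sizes and tests. They hold reads that fell on no gene (8.02% to 14.9% of the table's reads per mouse), reads that aligned to more than 1 place (18.1% to 23.2%) and reads that could belong to more than 1 gene (0.606% to 0.698%). Reads set aside in this way are missing from the counts of near-identical genes, and whether other reads were divided between such genes is not known, since the counting tool is not named. The RNA was not selected for poly(A) tails, so unspliced transcripts contribute to the counts.

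Groups came from the sample labels and match the group sizes in the paper. The columns of the table carry mouse numbers, and 11 of them match the number of 1 mouse in full. The column used for mouse A1 holds 3 of the 4 digits of its number, which no other mouse's number contains, and results without A1 are given in the closing section. No 2 libraries were copies of each other, since a chi-square test of counts over genes gave 12.9 to 250 per degree of freedom over the 66 pairs of mice. The labels and the paper give no batch, litter or pairing. The columns end in a number from 1 to 12 whose meaning is not given, and control libraries take 3 to 7 and 12. If this is an order of preparation, it is largely confounded with treatment, since only 1 control lies among the AZ6983 libraries. Counts on genes per mouse were 23810036 to 35864666, and the precision of a gene's value falls with its count, so the counts are given for genes that have few.

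Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, AZ6983 against control, no covariate). The filter kept 15857 genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 10% FDR, the threshold of the paper. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Alternatives set before the data were examined were DESeq2 1.42.0, the paper's tool, in 4 forms, limma-voom (limma 3.58.1) with and without sample quality weights, edgeR's robust fit, other normalizations, no filter, a filter at a mean of 50 counts, 5% FDR, 1 surrogate variable from sva 3.50.0, and each mouse left out in turn. DESeq2 with each mouse left out, edgeR's likelihood ratio test, DESeq2 at 5% FDR and fits with the share of reads on no gene as a covariate were chosen after seeing the data. Single comparisons used exact permutation tests over the 924 assignments of 12 mice to groups of 6, two-sided, whose smallest p is 0.00216. Where a covariate was in the model, the group labels were permuted while the covariate stayed with its mouse. Such a p is not exact for a group difference at a given covariate. It is least reliable where the covariate itself differs between the groups.

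The genes named were fixed by a rule before the data were examined: every gene of Table 1, with those drawn in Fig. 1 and the 10 with the smallest q described singly, Chrna7, Apoe, Xist, Ddx3y, the leading genes outside Table 1 if any passed the threshold, and members of gene lists that did. Slc46a2, Rag1, Acta1, Ucp1 and Zfp874a, and Table 1 genes described for 1 outlying mouse, were chosen after their values were seen. Also fixed beforehand were 18 gene lists: LXR targets (LXR is a nuclear receptor for oxidized sterols), cholesterol synthesis, neutrophil granule, erythroid, platelet and megakaryocyte, plasma cell, B cell, T cell, macrophage, cartilage, bone, skeletal muscle, cardiac muscle, brown fat, white fat, nerve and 2 phases of clock genes. Each was tested with camera at a correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists at 5% FDR, and with fry and camera with an estimated correlation as alternatives. The score of a list in a mouse is the mean log2 CPM of its tested genes, with a prior count of 2. A list of 14 thymocyte genes was written after the T cell scores were seen. GENCODE M21 was used only for gene type, GC content and length, by symbol.

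The steps were tested on simulated data, with 200 of 15857 genes changed between 6 simulated AZ6983 and 6 simulated control mice. At 10% FDR edgeR recovered 184 of the 200 with 16 false calls, DESeq2 192 with 61 and limma-voom 183 with 17. Each of the 3 set tests called the 1 list that had been raised and 0 of the others. The changed genes were drawn from those with a mean of at least 50 counts. Each simulated change was larger in size than the median log2 fold change of the tested Table 1 genes (0.677 for the higher, −0.503 for the lower). Recovery of smaller changes or of genes with few counts was thus not tested. Counts were drawn with edgeR's own dispersions, so the false calls do not rank the tools on real data. In simulated data the genes are independent, which real genes of a tissue are not. The network and functional analyses of the paper need the Ingenuity Knowledge Base, which was not used here.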

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

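All tests of explanations in this part were chosen after the results were seen.

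In 202 groups of 6 mice, each a Table 1 gene, Chrna7, Apoe, Ddx3y, a gene list or 1 of 3 measures of the libraries in 1 treatment group, 7 had a mouse set apart from the other 5, where chance gives 10.1. The number is thus no larger than chance gives. In log2 CPM, Leng8 was low in mouse A1 (5.38, with the other AZ6983 mice at 5.60 to 5.71), Scarb1 was high in A5 (5.87, the others 5.09 to 5.37), Slc12a7 was high in A5 (6.10, the others 5.54 to 5.66) and Pacs1 was high in control mouse C6 (4.00, the others 3.44 to 3.61). Mouse A5 also had 30.2% of its counts on its 10 most abundant genes, against at most 22.1% in any other mouse. Without A5 the adjusted p of Scarb1 and Slc12a7 stayed above 10% FDR in edgeR. No technical or biological cause was tested for these 4 genes.

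The mean score of T cell genes was 5.05 log2 CPM in mouse A4, while the other AZ6983 mice were at 0.19 to 1.17. The thymus lies close to the thoracic aorta, and thymus carried in with the aorta may account for it: the score of 14 thymocyte genes was 6.15 in A4 and at most 2.27 in the other mice, and Rag1, which developing lymphocytes transcribe, had 21669 counts in A4 against 4 to 570 elsewhere. B cells also pass through a Rag1 stage, but the B cell score of A4 was 0.885 and 3 mice had a higher one. The T cell score did not differ between the groups (exact permutation p = 0.34).

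The brown fat score was low in control mouse C6 (6.19, the other controls 6.83 to 7.00) and the white fat score was high in control mouse C2 (8.18, the others 7.56 to 7.75). Aortas are surrounded by fat, and unequal trimming is a candidate explanation that no test here decides. Over all mice neither score differed between the groups (exact permutation p = 0.318 and 0.989). For brown fat this rests on mouse A5, at 7.51, while the other AZ6983 mice were at 6.21 to 6.72. Without A5 the difference was −0.431 (exact permutation p = 0.0325, against 0.154 to 0.489 with any other mouse left out), the camera adjusted p was 9.02e-14, and Ucp1, chosen after its values were seen, passed 10% FDR in edgeR (log2 fold change −0.83, adjusted p = 0.0675). Mouse A5 lay above every other mouse of both groups, which were at 6.19 to 7.00. No value here says which amount of brown fat is usual for these aortas. With all mice, brown fat genes lower in AZ6983 mice gave as small a camera p in 47 of 100 splits of the mice, the real one included.

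DESeq2 called 15 genes that Table 1 does not list. The paper does not say how Table 1 was filtered, and its columns follow Ingenuity's gene annotation, so genes without an entry there could be missing from it, which was not tested. Of the 15, 6 are of the annotation type TEC, which marks loci that still await experimental evidence, and 2, 4930415O20Rik and Zfp874a, are protein coding. Among all 479 TEC genes tested, 441 were higher in AZ6983 mice (92.1%, against 51.2% of other genes), with a median log2 fold change of 0.51.

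Reads on no gene made up 12.8% of the reads in AZ6983 mice on average and 10.1% in controls, with 2 AZ6983 mice above the highest control. The mean TEC score, centred over mice, was −0.262 ± 0.302 in controls and 0.183 ± 0.237 (SD, n = 6) in AZ6983 mice (exact permutation p = 0.0216), and across the 12 mice it followed the share of reads on no gene (Pearson's r = 0.948, permutation p = 1e-05, the smallest that the draws can give, Spearman's rho = 0.944, permutation p = 3e-05). Without the 2 mice farthest from the median share r was 0.912, and within groups it was 0.964 in controls (exact permutation p = 0.00278) and 0.818 in AZ6983 mice (p = 0.0528, exact permutation). With the share in the model the group difference of the TEC score was −0.0107 (permutation p = 0.892). These values are consistent with more unspliced RNA or DNA in the libraries from AZ6983 aortas as the source of the higher TEC genes. The share also followed the numbers of the libraries: the 5 controls numbered 3 to 7 had 8.02% to 10.4%, and control C2, numbered 12, had 12.7%, within the range of the AZ6983 mice. With the number as a linear term the group difference of the share was 2.61 (permutation p = 0.0325), but a linear term does not remove a run of libraries, and with 1 control among the AZ6983 libraries the order of the libraries and the treatment cannot be told apart. Whether RNA handling or a change of transcription in treated aortas raised the share cannot be read from these data, and 71.2% of the group difference of LXR target genes was kept in the same model.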

How the results depend on the processing

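DESeq2 with each mouse left out, edgeR's likelihood ratio test, DESeq2 at 5% FDR and the fits with the share of reads on no gene as a covariate were chosen after seeing the data. No paired analysis was possible because the mouse numbers of control and AZ6983 mice share nothing that pairs them. Where a result changed, the cause was not tested unless stated.

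The number of genes at 10% FDR depended on the tool. With edgeR's quasi-likelihood test it was 0 (1616 genes at an unadjusted p under 0.05), and it was also 0 with the robust fit, DESeq2's size factors, upper-quartile factors, no filter, the filter at a mean of 50 counts, 5% FDR and 1 surrogate variable, and in limma-voom. DESeq2 on every gene called 92 (65 higher, 27 lower, 77 of them in Table 1). On the filtered genes DESeq2 called 84 (60 higher, 24 lower, 71 in Table 1), without its own filters 63 (40 higher, 23 lower, 53 in Table 1) and with shrunken fold changes 86 (61 higher, 25 lower, 71 in Table 1). At 5% FDR DESeq2 called 34 (24 higher, 10 lower, 30 in Table 1). limma-voom with sample quality weights called 4, all in Table 1 (3 higher, 1 lower). edgeR's likelihood ratio test, which does not allow for uncertainty of the dispersion, called 22 (16 higher, 6 lower, 19 in Table 1). With the share of reads on no gene as a covariate edgeR called 0, with 467 genes at an unadjusted p under 0.05, and DESeq2 called 2 (1 higher, 1 lower, 1 in Table 1), Col2a1 and Slc46a2, whose fitted log2 fold change of 30 is not a usable value. In the edgeR fit with this covariate the Table 1 genes kept a median of 75% of their log2 fold change, and 44 of them had an unadjusted p under 0.05.

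With 1 mouse left out, edgeR called 0 to 27 genes (0 to 5 higher, 0 to 22 lower, 0 to 5 in Table 1): 27 without A5, 1 without C6 (Srebf1), 1 without A1 (Impdh1) and 0 in the other 9 fits. DESeq2 called 20 to 388 (14 to 260 higher, 6 to 259 lower, 18 to 77 in Table 1), with 388 without A5, 383 without A1, 311 without C2, 233 without C6, and 20 to 29 without A6, C1, C5 or C3. The direction of the tested Table 1 genes did not depend on the setting: over 39 settings and 74 genes, 2876 values had the sign of the main result. This is not independent evidence, since the genes were chosen on these mice and every setting refits the same counts. Of these values 832 passed that setting's threshold, most of them in DESeq2 fits.

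LXR target genes were past 5% FDR in every setting run, with an adjusted p from 6.91e-18 to 3.76e-12 when a mouse was left out. Camera with an estimated correlation, and fry, called no other list: these gave 0.156 and 0.114 for neutrophil granule genes, 0.74 and 0.663 for erythroid, 0.468 and 0.446 for platelet, 0.641 and 0.615 for T cell, 0.497 and 0.554 for macrophage, 0.212 and 0.242 for cartilage, 0.379 and 0.429 for bone, 0.548 and 0.615 for brown fat, 0.379 and 0.277 for Bmal1-phase and 0.355 and 0.307 for Dbp-phase clock genes. With 1 surrogate variable, erythroid genes were at 0.0556, cholesterol synthesis genes at 0.00145, nerve genes at 0.00405 and white fat genes changed direction (0.941). With the share of reads on no gene as a covariate, Bmal1-phase clock genes were at 0.365, cardiac muscle genes, lower, at 2.6e-16, and B cell (1.62e-05), skeletal muscle (1.54e-09) and white fat genes (0.365) changed direction. In the same fit the adjusted p fell for erythroid (2.1e-27), platelet (1.08e-21) and macrophage genes (7.23e-11), which kept their direction. It rose for LXR target (2.51e-10) and T cell genes (0.0056), which also kept theirs. Cardiac muscle genes changed direction in fry (0.953).

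With a mouse left out, the adjusted p from camera stayed under 5% FDR for neutrophil granule (1.06e-27 to 1.96e-11), platelet (7.01e-10 to 0.0148), cartilage (2.98e-05 to 0.017), brown fat (9.02e-14 to 0.049) and Dbp-phase clock genes (8.81e-07 to 0.0052). It passed 5% without A4 for T cell (9.74e-05 to 0.702) and bone genes (5.8e-06 to 0.134), without A5 for macrophage genes (6.45e-13 to 0.082), without C6 for Bmal1-phase clock genes (0.00102 to 0.0509), and in 6 of 12 fits for erythroid genes (0.000199 to 0.65, the highest without A1). Lists not called with all mice ran from 0.005 to 0.911 for cholesterol synthesis (lowest without C3, also past 5% without C6, reversed without C4), 0.0304 to 0.987 for plasma cell (lowest without C2, also past 5% without A5, reversed without A4), 0.00139 to 0.971 for B cell (lowest without C2, reversed in 5 fits), 6.22e-05 to 0.486 for skeletal muscle (lowest without C2, also past 5% without C5, A3 or A4), 0.0295 to 0.947 for cardiac muscle (lowest without C2, reversed in 4 fits), 0.0187 to 0.911 for white fat (lowest without C2, reversed in 2 fits) and 0.000556 to 0.928 for nerve genes (lowest without C3).

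Depth limits the genes with few counts: Ighg1, Stfa2l1 and Clec3a did not pass edgeR's filter and were tested in edgeR only without it.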

Differences from the paper's values

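The paper's Table 1 lists 77 differentially expressed genes, 52 higher and 25 lower, and edgeR's quasi-likelihood test on the deposited counts gave 0, 0 and 0 at the same threshold, with 1616 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, was within 1.5 times the paper's 3 counts in all 4 forms: 92 genes (65 higher, 27 lower) with its defaults on every gene, 84 (60 and 24) on the filtered genes, 63 (40 and 23) without its own filters and 86 (61 and 25) with shrunken fold changes. All 77 genes of Table 1 were called by DESeq2 with its defaults. The count was more than 1.5 times away with limma-voom (0), limma-voom with sample quality weights (4, of which 3 higher and 1 lower), edgeR's robust fit, DESeq2's size factors in edgeR, upper-quartile factors, no filter, a mean of at least 50 counts, 5% FDR and 1 surrogate variable (0 each), and in edgeR with each mouse left out (0 to 27), except that the 22 lower genes without mouse A5 came within 1.5 times the paper's 25.

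Among alternatives chosen after seeing the values, edgeR's likelihood ratio test called 19 genes of Table 1, DESeq2 at 5% FDR 30, DESeq2 with the share of reads on no gene as a covariate 1, and DESeq2 with each mouse left out 18 to 77. In edgeR's quasi-likelihood test on all 12 mice, none of the log2 fold changes of the 74 genes tested differed from Table 1 by more than its error, and the largest difference was 0.024. Of the alternatives set before the data were examined, 34 genes differed with shrunken DESeq2 fold changes, 3 with limma-voom with sample quality weights, 1 with limma-voom, 4 in edgeR without A5, 3 without C2, 2 each without A1, A4 or C6 and 1 without A3, and 0 with the others. Table 1 is described in the paper as complete, while DESeq2 on the deposited counts called 15 further genes.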

Other observations

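Chosen after the results were seen were the splits of the mice for DESeq2 and for the gene lists, the tests of skeletal muscle and of the numbers of the libraries, the pairs of mice left out for neutrophil genes, and for LXR target genes the tests of fat, of the share of reads on no gene, of clock genes and of GC content and length. The other tests of this part were set before.

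Splits of the 12 mice into groups of 6 were tested in the same way, and all counts of splits include the real one. Of 462 possible splits 100 were drawn, and since edgeR called 0 genes for the real groups, all 100 gave as many; 5 gave at least 1 call, with a maximum of 440. As many as 1616 genes at an unadjusted p under 0.05 were found in 11 of 100 splits, where the median was 702.5. For DESeq2, 8 of 60 splits gave at least the 92 calls of the real groups, with a median of 1 and a maximum of 728, so that a count of this size is not rare when mice are grouped without regard to treatment. A difference in depth does not account for the calls, since the totals of the groups did not differ (exact permutation p = 0.859).

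LXR target genes were higher in AZ6983 mice (17 of 19 genes, median log2 fold change 0.38, camera adjusted p = 1.72e-14, fry 0.000992, camera with an estimated correlation 0.00223). Their mean score was 7.04 ± 0.111 log2 CPM in controls and 7.44 ± 0.113 (SD, n = 6) in AZ6983 mice, with 6 of 6 AZ6983 mice above every control (exact permutation p = 0.00216, the smallest possible, adjusted over the 18 lists 0.0389). Of 100 splits, 1, the real one, gave a camera p as small. Because 5 of the genes are in Table 1, the other 14 were tested apart, and their score differed by 0.217 (exact permutation p = 0.00216, 6 of 6 mice). At 10% FDR 0 of the 19 passed in edgeR over all genes (DESeq2 called the 5 in Table 1), and 11 of 19 passed adjusted over the list alone, 10 of them higher and Smpdl3a lower (log2 fold change −0.23). More macrophages would raise such genes, but the macrophage score was lower in AZ6983 mice by a difference of −0.395, and the LXR difference with it in the model was 0.360. The LXR difference was 0.397 without covariates, 0.379 with the fat scores in the model (permutation p = 0.00433) and 0.389 with the clock genes (permutation p = 0.00433). It was 0.283 with the share of reads on no gene (permutation p = 0.00216). Of 10000 lists matched on GC content and length none had a median as far from 0 (random draws, permutation p = 1e-04, the smallest that they can give), and all 19 genes had both properties. The values argue against macrophages, fat, clock genes, GC content and length as the whole explanation. The share of reads on no gene itself differed between the groups, so its permutation p is not exact and no conclusion is drawn from it. The order of the libraries stays open, since 5 of 6 controls are numbered 3 to 7. Control C2, numbered 12 beside AZ6983 libraries, had a score of 7.17, below the 7.32 to 7.59 of the AZ6983 mice and at the top of the 6.90 to 7.17 of the other controls, and 1 library does not decide it. With the number as a linear term the difference was 0.395 (permutation p = 0.00649). A hypothesis that stays open beside it is that AZ6983 treatment raised LXR activity, or the sterols that drive it, in the aorta, where Fig. 1B draws Abca1, Apoc1, Scd2 and Srebf1. Not every listed gene rose: the log2 fold changes of Nr1h3, Pltp and Arl4c were 0.0782, −0.026 and 0.132. Srebf1 encodes a transcription factor of lipid synthesis, and whether it raised genes of the list without LXR was not tested. Lipid levels and other cell types were not tested either. Cholesterol synthesis genes were not past 5% FDR with all mice (camera adjusted p = 0.344, 12 of 21 genes higher), but were with 1 surrogate variable (0.00145), without C3 (0.005) and without C6 (0.0316).

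Neutrophil granule genes were higher (14 of 15 genes, 6 of them in Table 1, median log2 fold change 1.53, camera adjusted p = 1.45e-15), but fry and an estimated correlation did not call them, the exact permutation p of the score was 0.013 (adjusted 0.117), and 8 of 100 splits gave a camera p as small, so chance is not excluded, although only 3 of 100 gave a fry p as small. The score was 1.23 ± 0.441 log2 CPM in controls and 2.42 ± 0.770 (SD, n = 6) in AZ6983 mice, with 5 of 6 above every control. The values argue against 1 or 2 mice as the whole explanation: with any pair of AZ6983 mice left out the difference was at least 0.784 and the exact permutation p at most 0.0476. Across mice it followed neither the erythroid score (Pearson's r = 0.247, permutation p = 0.435, Spearman's rho = 0.196, permutation p = 0.542, r = −0.0311 without the 2 mice farthest from the median) nor the platelet score (r = 0.488, permutation p = 0.102, rho = 0.322, permutation p = 0.31, r = 0.159 without 2 mice). The Benjamini-Hochberg adjusted p of these 2 Pearson correlations was 0.435 and 0.205. With the erythroid score in the model the difference went from 1.19 to 1.16 (permutation p = 0.026, not exact with a covariate). That little of it was lost argues against red blood cells and neutrophils carried in together as the whole explanation. With the erythroid and platelet scores the neutrophil difference was 0.993 (permutation p = 0.0563), so blood or bone marrow with more platelets or megakaryocytes cannot be told apart from neutrophils in the wall with 6 mice per group. Platelet and megakaryocyte genes (15 of 15 higher, 1 in Table 1, camera adjusted p = 4.17e-06) and erythroid genes (10 of 10 higher, 0.0374) were as far apart in 32 and 48 of 100 splits.

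Cartilage genes (camera adjusted p = 0.00226, 10 of 13 lower, 11 of 100 splits as small) and bone genes (0.00824, 7 of 11 lower, 21 of 100 splits) were lower in AZ6983 mice. Cartilage or bone carried in with some control aortas could account for Col2a1, of whose 2324 counts 3 control mice held 89.1%. The other 12 cartilage genes differed by −0.251 (exact permutation p = 0.0866), and 9 of them were positively correlated with Col2a1 across mice (median r = 0.354). Acan, an abundant one, had 594 to 1440 counts in controls and 448 to 1488 in AZ6983 mice (log2 fold change −0.34, standard error 0.243). Its 594 counts in control mouse C2, where Col2a1 had 8, are a level at which a small share of cartilage would not show, and Col9a1 and Matn1 had at most 28 and 3 counts in any mouse. These values do not decide it. Calcified or cartilage-like plaque is a biological alternative that the data cannot tell apart from carried-in tissue.

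Npas2, in Table 1, belongs to the Bmal1 phase of the clock. Bmal1-phase genes were higher (5 of 5, camera adjusted p = 0.00413, 21 of 100 splits as small) and Dbp-phase genes lower (9 of 10, 0.00017, 10 of 100 splits), as a difference in the time of day of tissue collection could give. The Bmal1-phase score without Npas2 minus the Dbp-phase score differed by 0.532 (exact permutation p = 0.119), with 2 AZ6983 mice above every control, which does not decide it. Times of collection were not used here.

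T cell genes (camera adjusted p = 0.00328, 13 of 14 higher, 0.702 without A4) were as far apart in 71 of 100 splits, macrophage genes (0.00017, 16 of 20 lower) in 40 and brown fat genes (0.00251, 9 of 12 lower) in 47. Not past 5% FDR in camera were plasma cell (adjusted p = 0.333), B cell (0.835), skeletal muscle (0.0852), cardiac muscle (0.843), white fat (0.591) and nerve genes (0.377). For B cell genes camera pointed up while the median log2 fold change was −0.15 and the mean −0.18, for cardiac muscle genes camera pointed down while the median was 0.11, and for white fat genes the median was 0.10 and the mean −0.05. By fry, the number of 100 splits with a p as small was 1 for LXR target genes, 7 for Bmal1-phase clock genes and at least 10 for the other lists here that camera called, apart from neutrophil genes. In all, 11 of 18 lists were past 5% FDR in camera, and 38 of 100 splits gave at least 11, so that camera at its preset correlation called as many lists for many splits made without regard to treatment.

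Skeletal muscle genes differed widely between mice of the same group: Acta1 had 12 to 3128 counts in control mice and 92 to 3517 in AZ6983 mice. Muscle carried in at dissection is a candidate explanation, since most pairs of the 16 genes rose and fell together (median correlation between pairs of genes across mice 0.935, within controls 0.958 and within AZ6983 mice 0.947). Tcap, which is in Table 1, is the exception: it was negatively correlated with Acta1 and lower in AZ6983 mice (log2 fold change −0.74). Its counts were 1261 in control mouse C4, where Acta1 had 12, so most of its transcripts there do not come with Acta1. The score did not differ between the groups (exact permutation p = 0.338).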
